# Cross-species genomics identifies DLG2 as a tumor suppressor in osteosarcoma

**DOI:** 10.1038/s41388-018-0444-4

**Published:** 2018-08-09

**Authors:** Yang W. Shao, Geoffrey A. Wood, Jinchang Lu, Qing-Lian Tang, Jonathan Liu, Sam Molyneux, Yan Chen, Hui Fang, Hibret Adissu, Trevor McKee, Paul Waterhouse, Rama Khokha

**Keywords:** Bone cancer, Cancer genomics

## Abstract

Leveraging the conserved cancer genomes across mammals has the potential to transform driver gene discovery in orphan cancers. Here, we combine cross-species genomics with validation across human–dog–mouse systems to uncover a new bone tumor suppressor gene. Comparative genomics of spontaneous human and dog osteosarcomas (OS) expose Disks Large Homolog 2 (DLG2) as a tumor suppressor candidate. DLG2 copy number loss occurs in 42% of human and 56% of canine OS. Functional validation through pertinent human and canine OS *DLG2*-deficient cell lines identifies a regulatory role of DLG2 in cell division, migration and tumorigenesis. Moreover, osteoblast-specific deletion of *Dlg2* in a clinically relevant genetically engineered mouse model leads to acceleration of OS development, establishing DLG2 as a critical determinant of OS. This widely applicable cross-species approach serves as a platform to expedite the search of cancer drivers in rare human malignancies, offering new targets for cancer therapy.

## Introduction

Extensive genomic alterations in orphan cancers make it difficult to identify driver mutations. Osteosarcoma (OS) presents a major challenge due to its chaotic genome and limited patient populations. Cytogenetic and genomic studies report a high degree of chromothripsis, chromosomal instability, copy number aberrations, and structural variations in OS [1–5]. Multiple patient cohorts have undergone aCGH amounting to ~100 OS genomes, and whole-genome sequencing was applied to 34 OS cases [6]. OS, the most common bone malignancy in adolescents, severely compromises the quality of life in children and adolescents. Further, despite improvements in orthopedic surgery and combination chemotherapy over the past 4 decades that have enhanced patient outcome, the 5-year survival rate of OS has plateaued at ~65% [7]. New strategies are urgently required to uncover the molecular determinants of this cancer in order to design novel targeted therapies.

Naturally occurring canine cancers offer a cross-species approach to understanding the pathogenesis of human cancers due to the considerable homology between dog and human genomes. OS is one of the most frequent malignancies in dogs and shares remarkable clinical similarity with the human disease including radiological and histological features, and the pattern of metastatic spread. Compared to mice, dogs are relatively out-bred and share the same living environment as humans. Publication of high-resolution dog reference genomes now permit a detailed genomic comparison between these species [8–11]. We created a novel comparative oncogenomics platform in this study, compiling high-resolution human and newly generated canine OS aCGH data, to identify known and novel drivers in bone cancer. Discs large homolog 2 (DLG2) was highly mutated in both human and dog, and was validated as a tumor suppressor through a workflow that spanned human and canine cell lines, and a clinically relevant murine model of OS.

## Results and discussion

To create a comparative oncogenomics platform (Fig. 1a), we selected a published dataset of 52 human OS samples which contain 40 tumor specimens and 12 OS cell lines (GSE12789). In parallel, 9 canine OS specimens representing a number of dog breeds were subjected to aCGH (Supplemental Table S1). 

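The 9 canine OS specimens came from 5 male and 4 female dogs aged 5 to 12 years, among them 2 Great Pyrenees, 1 Rottweiler, 1 Boxer, 1 Greyhound, 1 Bull Mastiff and 3 dogs of mixed breed. In array comparative genomic hybridization (aCGH), DNA of a tumor and DNA of normal tissue are labeled with different dyes and bound to the same probes, so that the ratio of the dyes at a probe follows the ratio of DNA copies. Here tumor DNA was labeled with Cy5 (red) and DNA of normal bone, labeled as from the same dog, with Cy3 (green), with 1 array per tumor and no dye swap. Each array held 173934 spots of 171534 probes, 162858 of them on chromosomes 1 to 38 and 8676 on chromosome X, at a median spacing of 12637 bases on the autosomes. Positions are those of canFam2, the build that the header of array 9 names and that all 9 arrays share probe by probe.

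The authors deposited the output of the scanner software, in which a fitted spatial trend had been subtracted as background and the dyes had been balanced by a linear factor, before any segmentation. The log2 ratio of tumor over normal was taken from these processed signals. Spots marked as outliers were left out, repeated spots were averaged, and each array was centered on its autosomal median. Noise between neighboring probes was between 0.13 (array 9) and 0.31 (array 1) on the log2 scale, and the median red signal between 81.6 (array 4) and 322 (array 7), so that arrays 1 to 4 were less precise than arrays 5 to 9. Segments were then called by CBS at alpha 0.01, written anew for these arrays. A segment at -0.20 or lower was counted as a loss and one at 0.20 or higher as a gain, since the paper's text gives no threshold. In simulated arrays with the same noise, this segmentation recovered all 54 changes of -0.50 that covered 28 probes and 81.5% of those that covered 9 probes.

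Each channel was also examined alone. The dose of chromosome X in the normal channel, relative to the mean of the 9 arrays, was 0.35 to 0.38 in the 4 female dogs and -0.48 to -0.41 in 4 of the male dogs, but 0.36 on array 9, whose dog is labeled male. At 515 probes where the normals differed in inherited copy number, the normal of array 2 correlated with the normal of array 1 (r = 0.96 across probes) and more weakly with the tumor of its own array (r = 0.25 across probes). Probes are not independent replicates. All values below use the 9 arrays, and a value without tumors 2 and 9 is given where it changes a call.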

Among the multiple tools used to segment the human and canine data, we found the greatest concordance between Circular Binary Segmentation (CBS) and Gain and Loss Analysis of DNA (GLAD); these were used to define the copy number profile [12, 13]. Segmented data were next analyzed by GISTIC (FDR *Q*-value < 0.1) to shortlist recurrent genomic regions for each species [14]. 

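Recurrence was scored on the 9 segmented arrays with a score built like that of GISTIC. For each autosomal probe, the amounts by which lost segments lay below 0 were capped at 1.5 and summed over tumors, and q values came from random placement of each tumor's own values along the genome with Benjamini-Hochberg adjustment. At q under 0.1, this score gave 21 deletion regions on 13 chromosomes, and 9.69% of autosomal probes passed. The lowest q lay on chromosome 11 from 44258203 to 44287761 (29.6 kb, score 6.99, q = 2.29e-08), lost in 7 of 9 tumors. Next came 3 probes on chromosome 21 from 17618893 to 17639273 (20.4 kb, score 5.91, q = 4.88e-06), lost in 5 tumors. A region on chromosome 16 from 51850599 to 52058157 (score 4.47, q = 0.00295) was lost in 8 tumors, and 1 on chromosome 18 from 21832547 to 21995675 (score 4.18, q = 0.00602) in 7 tumors. The regions ranked 7 and 8 held 2 probes each, and the normals of different dogs differed there by 0.50 or more.

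Gains were scored the same way and gave 0 regions. The lowest q for a gain was 0.288, on chromosome 13 from 49370688 to 49972891, although 6.52% of autosomal probes had an unadjusted p under 0.05 in the same score. With 1 tumor left out in turn, the gain score gave 5 regions without tumor 8 (lowest q 0.048) and 0 in the other 8 cases. The number of deletion regions rose to 51 under a least squares (Potts) segmentation, with all 8 leading ones among them. It fell to 6 when each tumor's chromosome median was subtracted so that focal changes alone counted, with 3 of the 8 leading regions still past the threshold, among them those on chromosome 21 at 17618893 and on chromosome 11 at 44258203.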

While candidate genes in human were directly produced by GISTIC, those in dog were pinpointed through cross species synteny matching of 38 canine chromosomes to the human reference genome, hg19. Human and canine OS genomes contained high levels of chromosomal instability marked by frequent whole chromosomal arm gains and losses (Fig. 1b). 

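Across the 9 canine tumors, 32.5% ± 12.2 (SD, n = 9) of autosomal probes lay in segments past the threshold in either direction. The share was lowest in tumor 1 (19.5%) and highest in tumor 4 (55.3%). Losses covered 23.0% ± 9.63 of probes and gains 9.51% ± 5.72, and losses covered more than gains in 8 of 9 tumors (exact two-sided sign-flip test of the difference, p = 0.012). That balance followed the choice of the zero level. With median centering, 70.7% of all altered probes were losses, and with each array centered on its most frequent segment value 53.3% were. That value was -0.16 on array 1, -0.25 on array 4 and 0.03 to 0.10 on the others. The fall therefore came from arrays 1 and 4. The share of probes altered depended most on the threshold, with a mean of 53.0% at 0.10 and 20.2% at 1.5 times each array's noise.

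Dog autosomes have a single long arm, so a gain or loss of an arm takes nearly the whole chromosome. A chromosome was counted when at least 80% of its probes were past the threshold in one direction. The 9 tumors had 70 such events, 51 losses and 19 gains, and each tumor had between 2 (tumor 1) and 13 (tumor 4). Chromosome 16 was lost as a whole in 7 tumors, chromosome 18 in 6, chromosome 22 in 5 and chromosome 21 in 4, whereas no chromosome was gained as a whole in more than 2 tumors. Without tumors 2 and 9, the other 7 tumors had 51 events.

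**Figure D1:**
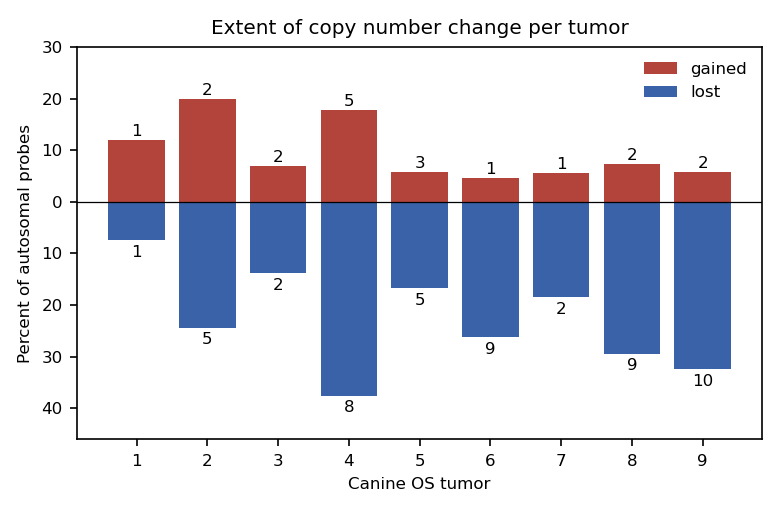
Percent of autosomal probes in gained segments (bars above 0) and lost segments (bars below 0) for each canine OS tumor, with 1 array per tumor and no error bars. The number at the end of each bar counts chromosomes gained or lost as a whole, from 1 loss in tumor 1 to 10 losses in tumor 9.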

Mutational frequency of recurrent CNAs across samples showed that among the top eight highly significant genes, six were common between human and canine OS (Fig. 1c and Supplemental Fig. 1A), providing proof-of-principle for our approach. These included known oncogenes (*MYC*) and tumor suppressors (*CDKN2A/B*, *RB1, and PTEN*) indicating the high level of disease similarity and the overlapping mutational landscape across these species [15–18]. 

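In the canine arrays, CDKN2B stood for CDKN2A/B, because the array's annotation gives CDKN2A no position and the 2 genes are neighbors in the dog assembly UU_Cfam_GSD_1.0. The 5 probes nearest to CDKN2B, on chromosome 11 from 44284046 to 44303419 of canFam2, had a mean log2 ratio of -0.79 ± 0.63 (SD, n = 9 tumors). The ratio was below 0 in 9 of 9 tumors (exact two-sided sign-flip test, p = 0.0039, the smallest p that 9 tumors allow, 0.016 after Benjamini-Hochberg adjustment over 4 genes). In tumors 3 and 9 it was only -0.12 and -0.06, and their segments at CDKN2B lay above 0, at 0.02 and 0.03. Segments gave a loss in 7 of 9 tumors, and the highest deletion score of the genome lay at these 5 probes. The weakest of the 7 losses, -0.26 in tumor 4, lay at about the most frequent segment value of that array (-0.25). Without tumors 2 and 9, whose normals correlated weakly with the tumors at inherited variants, the mean was -0.76 and the adjusted p of the same exact test was 0.0625, the smallest that a single gene among 4 can reach with 7 tumors.

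The 5 probes nearest to MYC, on chromosome 13 from 28232101 to 28248264, had a mean log2 ratio of 0.39 ± 0.56 (SD, n = 9). MYC was gained in 3 tumors, with segment values of 1.49 (tumor 2), 0.96 (tumor 4) and 0.59 (tumor 9), and its mean did not pass the test after adjustment (exact sign-flip test, p = 0.055, adjusted 0.073). The gain score at MYC had q = 0.29, and with 1 tumor left out in turn q was between 0.094 (without tumor 8, the only case under 0.1) and 0.72. No probe is annotated with RB1, so the 310 probes between its annotated neighbors ATP7B and HTR2A on chromosome 22 from 3171002 to 7390748 were used, a choice made after the annotation had been seen. This stretch also spans 34 other protein-coding genes in UU_Cfam_GSD_1.0. Its mean log2 ratio was -0.27 ± 0.24 (SD, n = 9), below 0 in 8 of 9 tumors (exact sign-flip test, p = 0.012), with a loss called in 7 tumors and a lowest deletion q of 0.013. With chromosome medians subtracted, the lowest q there was 0.99, so the score came from losses of much of chromosome 22. The loss called in tumor 4 (-0.25) lay at about the most frequent segment value of that array (-0.25).

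**Figure D2:**
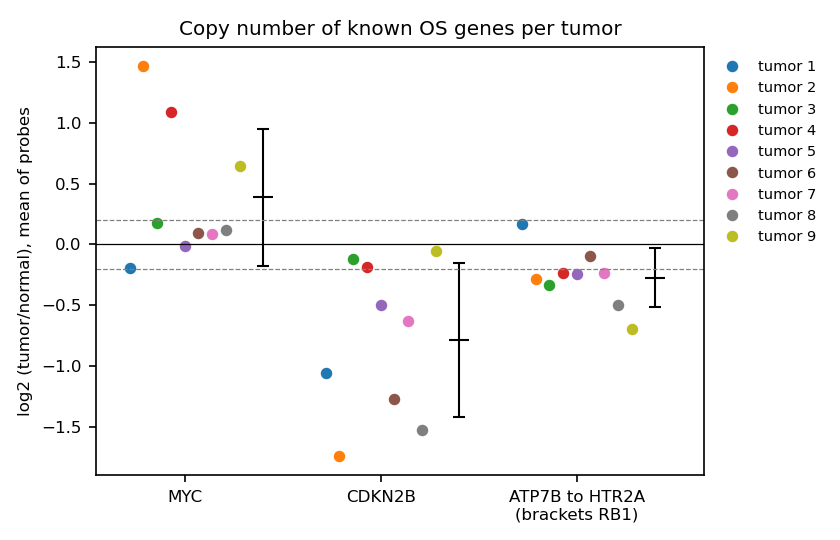
Mean log2 ratio of tumor over normal at the probes of MYC and CDKN2B and between ATP7B and HTR2A. Each colored point is 1 tumor, the black bar is the mean ± SD of the 9 tumors, and dashed lines mark -0.20 and 0.20. MYC reaches 1.46 in tumor 2, while all 9 points of CDKN2B lie below 0.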

We recorded a novel focal deletion in Chr11q14 across multiple cases, harboring potential tumor suppressor gene(s) (Fig. 1c). Specifically, 42% (22/52; Chr11q14) of human OS and 55.6% (5/9; Chr21) of canine OS exhibited this focal loss (Supplemental Fig. 1B). This frequency is consistent with that reported for next-generation sequencing of 34 human OS cases (52.9%, 18/34) [6], although its biological significance was not pursued. 

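On the canine arrays, 28 probes lie in the interval of chromosome 21 that the paper gives for DLG2, 17457665 to 17858164. No probe is annotated with the gene. The interval lies between the annotated genes TYR and CLNS1A, as DLG2 does in the dog assembly UU_Cfam_GSD_1.0 along with 43 other protein-coding genes. A loss was called in 5 of 9 tumors, or 55.6% (exact Clopper-Pearson 95% interval 21.2% to 86.3%). The segment log2 ratio was -1.76 in tumor 2, -0.95 in tumor 5, -0.91 in tumor 9, -0.88 in tumor 8 and -0.45 in tumor 6. Tumor 1 lay at -0.13, tumor 3 at 0.04, tumor 4 at 0.08 and tumor 7 at 0.04. Single probes of the interval had an SD of 0.24 in tumor 6, the weakest of the 5 losses, and of 0.35 in tumor 1, the lowest of the 4 tumors without a call.

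Over all 9 tumors, the unsegmented mean of the interval was -0.60 ± 0.64 (SD, n = 9), below 0 in 7 tumors (exact two-sided sign-flip test, p = 0.027, and 0.055 after Benjamini-Hochberg adjustment over 4 genes). Without tumors 2 and 9, 3 tumors kept the loss and the mean was -0.36 (exact sign-flip test, p = 0.11). With the probes' unsegmented median in place of segments, or with a threshold of 0.10, 6 tumors had a loss, and no alternative over all 9 tumors gave fewer than 5. The loss of all 5 tumors reached far beyond the interval. It ran over 39553 kb in tumor 2, 50855 kb in tumor 5, 13223 kb in tumor 6, 43381 kb in tumor 8 and 42620 kb in tumor 9, and the stretch lost in all 5 extended from 16633791 to 29856767. Both ends are those of tumor 6 and are uncertain. At the first, a 2-probe segment at 0.49 interrupted a loss that lay at -0.44 before it. Its first probe also read 0.63 to 0.75 in tumors 1, 3 and 4. At the second end, the normal of array 6 lay at -0.84. Tumor 6 had 62.7% of chromosome 21 lost in all. From the loss at this locus in both species, the paper proposes that the region harbors a tumor suppressor gene.

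**Figure D3:**
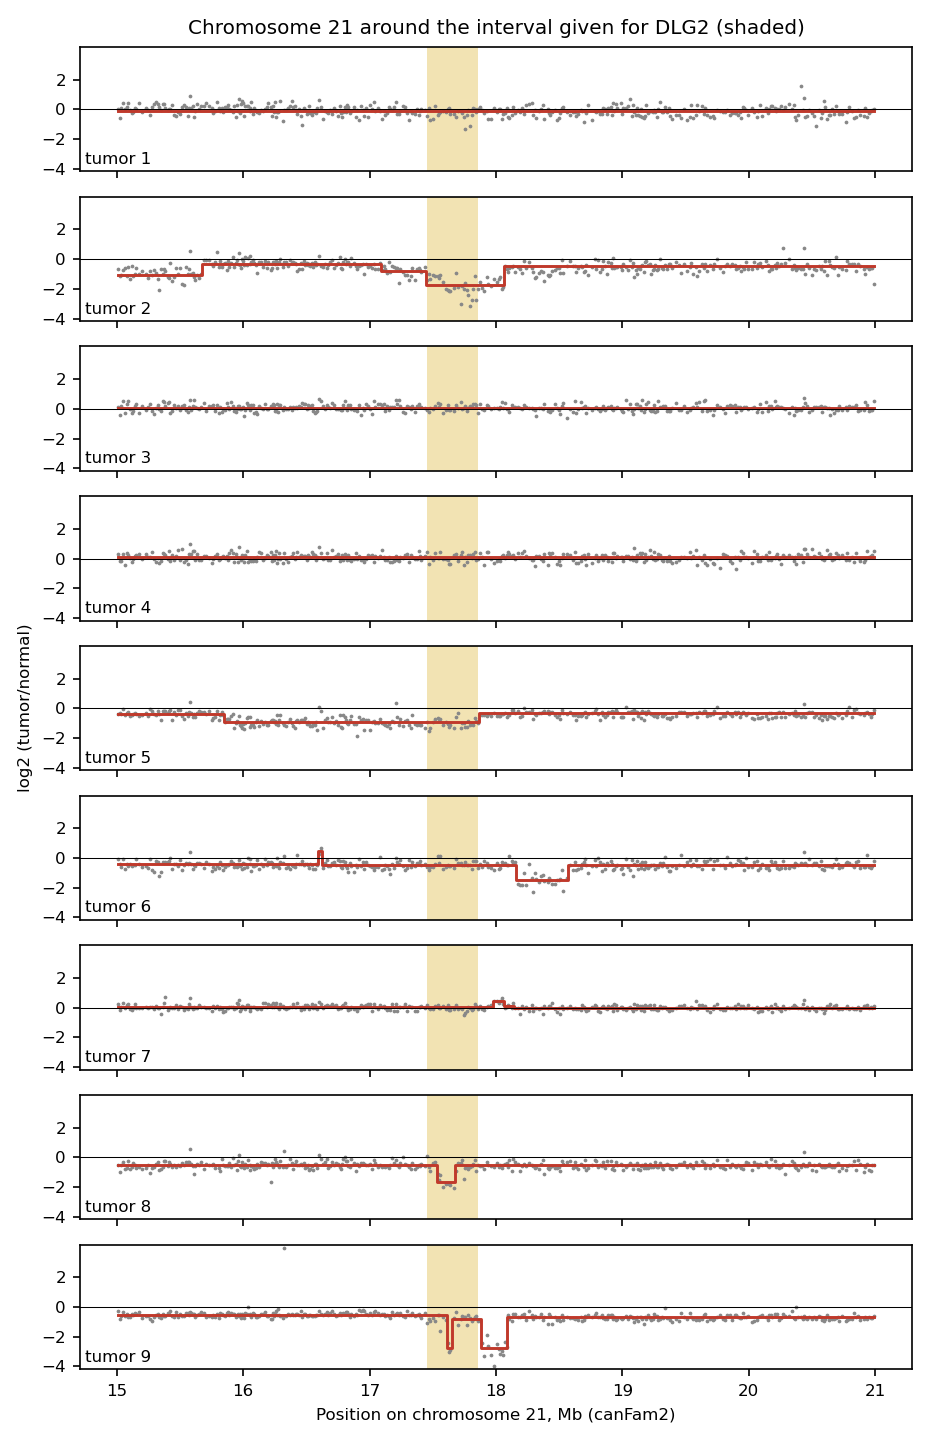
Log2 ratio of tumor over normal along chromosome 21 from 15 to 21 Mb (canFam2) in each of the 9 canine tumors. Gray points are probes, red lines are CBS segments, and the shaded band is the interval the paper gives for DLG2. Tumors 2, 5, 6, 8 and 9 lie below 0 along the whole window apart from a short segment in tumor 6. Deeper segments overlap the band in tumors 2, 5, 8 and 9. That of tumor 5 begins to the left of the band, at 15854692, and that of tumor 2 runs on to its right. Separate deeper segments lie to the right of the band in tumors 6 and 9 and to its left in tumor 2.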

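Within chromosome 21, 4 of the 5 canine tumors with a loss at DLG2 had a segment of at least 3 probes overlapping the gene's interval that lay 0.50 or more below the median of the chromosome. In tumor 2 this segment covered 40 probes from 17457635 to 18054126 (596 kb), with a log2 ratio of -1.28 relative to the chromosome's median. In tumor 5 it covered 154 probes from 15854692 to 17858193 (2003.5 kb), at -0.61 relative to the median. In tumor 8 it covered 9 probes from 17540831 to 17668051 (127 kb), at -1.16, and in tumor 9 it covered only the 3 probes of the region with the highest deletion score on the chromosome, at -2.11. These 3 probes were shared by all 4 segments. When probes not well above background on all arrays were left out, the interval of tumor 9 lay at -0.55 and not at -0.91. The overlap of the segments of tumors 2 and 5 spanned 17457635 to 17858193, or 400.56 kb. In tumor 6 the interval itself lay at -0.22 relative to the median, and a deep segment lay beyond it, from 18171886 to 18559441 (388 kb, at -1.24). Tumor 9 had another deep segment beyond the interval, from 17891943 to 18084505 (193 kb, at -2.08), and tumor 2 had 1 before it, from 14369606 to 15668512 (1298.9 kb, at -0.56). The only other deep segments on the chromosome were 2 in tumor 4, which had no loss at DLG2, from 5272991 to 7131065 (1858.1 kb, at -0.87) and from 7827196 to 9032154 (1205 kb, at -0.83). When the chromosome medians were subtracted from all segments, the deletion score at the interval had q = 3.53e-06. With the medians left in, q was 4.88e-06 over all 9 tumors and 0.053 without tumors 2 and 9.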

We noted that *DLG2* is the only gene residing in the focal deletion in human (chr11: 83835663–84011662: 180 kb) and in dog (chr21:17457665–17858164: 400 kb). The relative distribution of *DLG2* deletion and other common alterations across human and dog OS is shown in Fig. 1d.

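In the 9 canine tumors, every tumor carried at least 1 of 4 calls, namely a loss at DLG2, at CDKN2B or between ATP7B and HTR2A (the stretch that brackets RB1), or a gain at MYC. Tumor 2 carried all 4 of these calls, tumors 4, 5, 8 and 9 carried 3, tumors 6 and 7 carried 2, and tumors 1 and 3 carried 1. In tumor 4 the losses at CDKN2B (-0.26) and between ATP7B and HTR2A (-0.25) lay at about the array's most frequent segment value (-0.25). Both calls therefore depend on the zero level of that array, and neither would pass a threshold of 0.30. Loss at DLG2 and loss at CDKN2B occurred together in 4 tumors (2, 5, 6 and 8), and tumor 9 lost DLG2 alone of the pair. Loss at DLG2 and gain at MYC occurred together in 2 tumors (2 and 9). Tumor 3 lost neither DLG2 nor CDKN2B, and its call came from chromosome 22. No test of association between calls was run.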

**Fig. 1:**
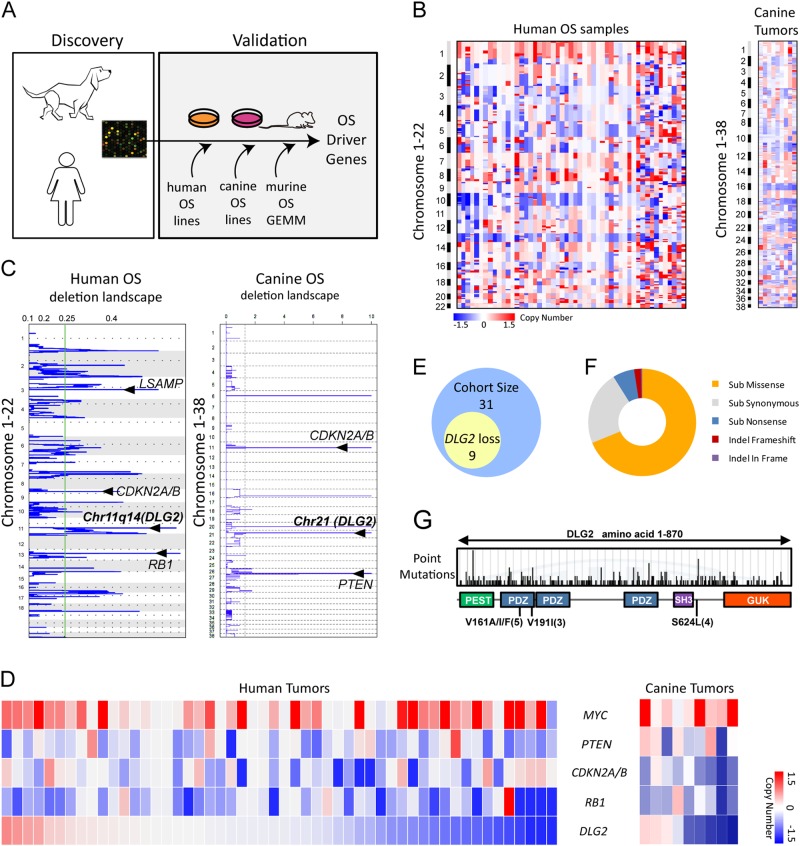
Whole-genome landscape of CNAs in human and canine OS identifies DLG2 locus. **a** A schematic of cross-species oncogenomics strategy begins with comparison of curated human and new dog aCGH data on OS. Recurrent events serve as a filter to limit the number of candidate genes and selected new gene candidate undergoes biological validation through gain-of-function and loss-of-function studies designed to assess its impact on tumorigenic properties in vitro and oncogenic or tumor suppressor function in vivo. **b** Segmented CNA profiles of 52 human OS genome (left panel) and 9 canine OS genome (right panel) were mapped. *X*-axis presents individual samples. *Y*-axis lists chromosomal locations from Chr1 to Chr22 for human, or Chr1 to Chr38 for dog. **c** Significant deletion regions calculated by GISTIC across the human and canine OS genome. Important genes in the peaks are labeled. *X*-axis: significant score, *Y*-axis: chromosomal locations. **d** GRID heat map showing copy number status of top mutated genes. Samples are ordered by DLG2 status. **e** Of 31 human OS samples, 9 exhibited DLG2 deletion in an independent cohort. **f** Pattern of point mutations in DLG2 genes based on data from COMSIC. Most mutations result in amino acid changes. **g** Mutation hot spots across DLG2 amino acid sequences

We then acquired an independent cohort of 31 human OS samples to examine the *DLG2* status using genomic qPCR (courtesy of Dr. David Malkin). Of 31 samples, 9 displayed *DLG2* deletion (29%; Fig. 1e), providing a validation in this independent patient cohort. Next, interrogation of the Catalogue of Somatic Mutations in Cancer (COSMIC) database exposed *DLG2* to be highly mutated in a variety of human cancers where most of the mutations resulted in drastic amino acid changes (Fig. 1f and Supplemental Table 2) [19]. DLG2 is a member of the Membrane-Associated Guanylate Kinase (MAGUK) protein family that is characterized by concatenations of PDZ, SH3 and GUK domains. These domains enable MAGUKs to function as scaffold proteins that orchestrate the assembly of multiple signal transduction networks [20]. The mammalian DLG family of proteins are primarily known for their role in epithelial polarity and polarity during cell division [21]. Several mutational hotspots were seen: V161 and V191 within the first PDZ domain; and S624 in the connector sequence adjacent to the SH3 domain (Fig. 1g).

To examine the impact of restoring DLG2 expression on tumorigenic properties, we sought relevant human and canine cell lines that naturally harbored DLG2 deletions. Data from GSE12789 and GSE36003 revealed that *DLG2* was deleted in SAOS-2, SJSA-1 and 2 primary OS cell lines (HuO-3N1 & HuO9), while *DLG2* loss was also detected by aCGH analysis in a canine OS cell line that we generated in house (OVC-cOSA-31); Supplemental Fig. 1C). Consistently, endogenous DLG2 protein expression was very low in these cells (Supplemental Fig. 1D). A human DLG2 expression vector was then constructed for the dominant, longest isoform1 (Supplemental Fig. 1D). DLG2 expression did not affect proliferation in normal or low-serum conditions (Supplemental Fig. 2A). However, when tested in anchorage-independent soft agar and 3D-Matrigel assays, DLG2 overexpression in SJSA-1 or OVC-COSA-31 cells significantly reduced their colony formation capacity (Fig. 2a, b). HuO9 and SAOS-2 did not grow in anchorage-independent conditions. We then tested the effect of DLG2 restoration in vivo. Luciferase-tagged [22], parental SJSA-1 and OVC-COSA-31 cell lines formed xenografts when injected subcutaneously into NOD-SCID mice, whereas DLG2 restored cell lines showed slower xenograft growth, resulting in smaller tumors (Fig. 2c, d).

**Fig. 2:**
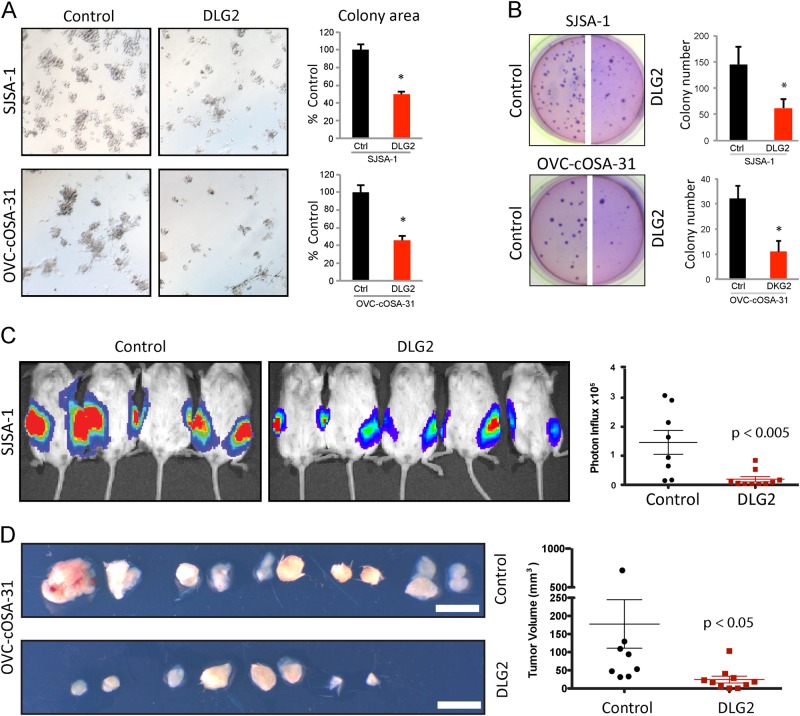
DLG2 restoration hinders cell and tumor growth in in vitro 3D cultures and xenograft experiments. **a** Representative pictures of colonies in 3D-matrigel. DLG2 re-expression induced a significant reduction in both colony number and size. Quantification of colony area is shown on the right. **b** Representative soft agar images and their respective quantifications. DLG2 restoration reduces colony forming capacities. **c** NOD-SCID mice injected with luciferase- expressing SJSA-1 parental (left) and DLG2 (right) cells imaged at 3 weeks post injection (*n* = 10 per group). Photon influx value was used as a surrogate marker for tumor size. Photon influx of each tumor was quantified and average values are shown on the right. **d** Tumors taken from NOD-SCID mice 4 weeks after innoculation with OVC-COSA-31 parental (left) and DLG2 (right) canine OS cells (*n* = 10 per group). Tumor size was calculated and is shown on the right. White bar represents 1 cm. Values shown are the mean ± SD of three separate determinations. *P < 0.05 by two-tailed Student’s *t* test

We next investigated the gene expression profiles associated with DLG2 deletion in canine OS. Microarrays generated from 7 aCGH-matched canine primary tumors (4 *DLG2* deleted, 3 *DLG2* wild type) showed 167 differentially expressed probes/genes (DEGs) in the two groups (Fig. 3a, b, Supplemental Table 3). Interestingly, G protein-coupled receptor (GPCR) signaling was one of the top altered pathways (Fig. 3c). The functional interactions between PDZ domain-containing proteins such as DLG1 and DLG4, and GPCRs have been implicated in many diseases including cancer [23]. Indeed, biological process prediction of DLG2 using Integrative Multi-species Prediction (IMP) database (http://imp.princeton.edu) showed that DLG2 is also involved in GPCR signaling pathway (GO term ID: GO:0086103, GO:0007186, GO:0008277). Importantly, GTPase-activating proteins RGS9 (Regulator of G-protein signaling 9) [24] and GARNL3 (GTPase activating Rap/RanGAP domain-like 3) [25] called as GAPs were among the most downregulated genes between *DLG2*-deleted and *DLG2*-wild-type groups (Fig. 3b). GAPs are a family of regulatory proteins that bind to activated G proteins and result in “switching off” of GTPase signaling [26]. Therefore, RGS9 and GARNL3 downregulation in DLG2-deleted tumor may lead to increased GTPase signaling activity.

**Fig. 3:**
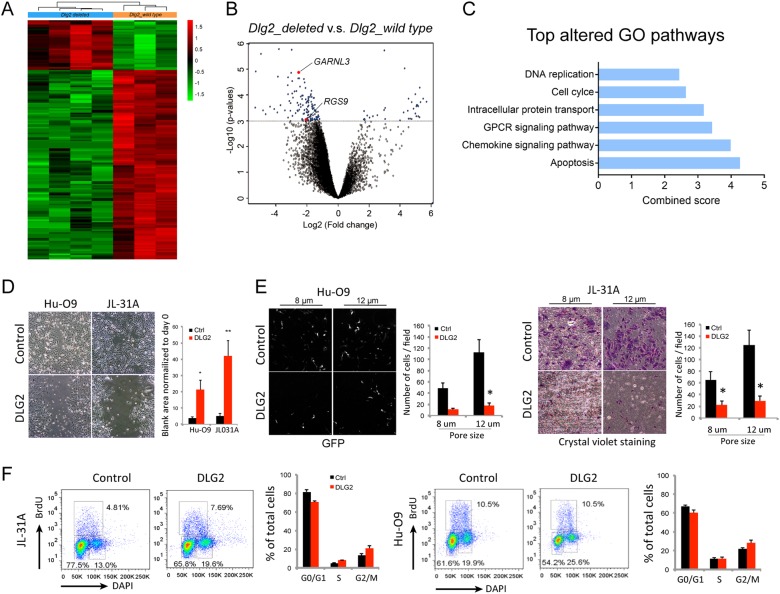
DLG2 is involved in small GTPase activity and its restoration reduces migratory capacities. **a** Differentially expressed probes/genes in Dlg2-deleted (*n* = 4, blue) vs. Dlg2-wild-type (*n* = 3, orange) groups. **b** Volcano plots show differential probes/genes identified using *T*-test with FDR correction. **c** Top altered pathways were analyzed using Enrichr online tool. G- protein-coupled receptor protein signaling pathway was among the top significant pathways. **d** Representative images of HuO9 and OVC-COSA-31 control and DLG2-re-expressing cells 24 h after a scratch-wound. Quantification of blank areas is shown on the right. **e** Representative images of Hu-O9 and OVC-COSA-31 cells 24 h after seeding in transwells. Transwell insert pore size of 8 and 12 μm were used. Quantification of cells that migrated through the transwell is shown on the right. **f** Cell cycle analysis showing DLG2 induced cell cycle changes in OVC-COSA-31 and Hu-O9 cells cultured in ultra-low attachment plate. DAPI (*x*-axis) was used to determine DNA content and BrdU (*Y*-axis) was used to determine nucleotide uptake. DLG2 restoration resulted in significant accumulation of cells in G2/M and S phases. Quantification of cells at specific stages of the cell cycle is shown on the right. Values shown are the mean ± SD of three separate determinations. *P < 0.05 by two-tailed Student’s *t* test

Small GTPase signaling pathway, such as Rho and Ran, has been previously implicated in cytoskeletal re-organization and migration [27]. We therefore performed scratch-wound and transwell migration assays. DLG2-expressing cell lines showed significantly decreased motility in both assays compared to their respective parental control cells (Fig. 3d, e). This phenotype is in agreement with our gene expression data indicating a negative regulatory role for DLG2 in the GTPase signaling pathway, which in turn influences human and canine OS cell migration. Since GTPase signaling also orchestrates multiple stages of the cell cycle, we asked whether DLG2 status affects the cell cycle using flow cytometry [28]. We observed more cells in either G2/M or S phases when DLG2-re-expressing cells were grown under low-attachment conditions (Fig. 3f) but not when grown as a monolayer (data not shown). This observation together with slower proliferation under 3D, but not 2D conditions (Fig. 2a, b, and Supplemental Fig. 2A) suggests that DLG2 participates in regulating cell cycle progression. It is likely that the tumor suppressor function of DLG2 is mediated in part through modulating the small GTPase signaling pathway.

The single Drosophila DLG homolog is a tumor suppressor [29]. To examine whether mammalian DLG2 functions as a tumor suppressor, we utilized a genetically engineered mouse model (GEMM) of OS. *RB* and *TP53* mutations are the most common events in OS and germline mutations also predispose humans to this cancer. It has been shown that combined osteoblast-specific deletion of *p53* and *Rb*, achieved through the Collagen Type 1 Alpha-1 (*Col1a1*) promoter-driven *Cre* recombination in mice leads to spontaneous OS development [30, 31]. We bred *Dlg2*-floxed mice into the above clinically relevant model to generate triple osteoblast-specific deletions (*p53*^ΔOB/ΔOB^*Rb*^ΔOB/ΔOB^*Dlg2*^ΔOB/ΔOB^: *Dlg2*^−/−^, Fig. 4a)*. Dlg2* homozygous deletion significantly accelerated tumor development and shortened survival in mice (Fig. 4b–d). Specifically, the median lifespan for the *Dlg2*^−/−^ cohort was 184 days vs. 239 days in the control group (*p53*^ΔOB/ΔOB^*Rb*^ΔOB/ΔOB^*Dlg2*^WT/WT^: *Dlg2*^+/+^). The anatomical distribution and histological features of OS tumors developed in *Dlg2*^−/−^ mice remained comparable to littermate controls. The abundant osteoid deposition at the invasive the front of thoracic vertebra osteosarcoma (Fig. 4e) illustrates the aggressive nature, osteoblastic nature of tumors developed in these mice. Histological features of osteosarcoma, such as plump tumorous osteoblasts and copious amount of osteoid were also seen in tumors that developed at different sites in the *Dlg2-*null mice (Fig. 4f). Moreover, tumor cells derived from *Dlg2*-deficient mice were more proliferative than those of wild-type mice, as indicated by Ki-67 staining (Fig. 4g).

**Fig. 4:**
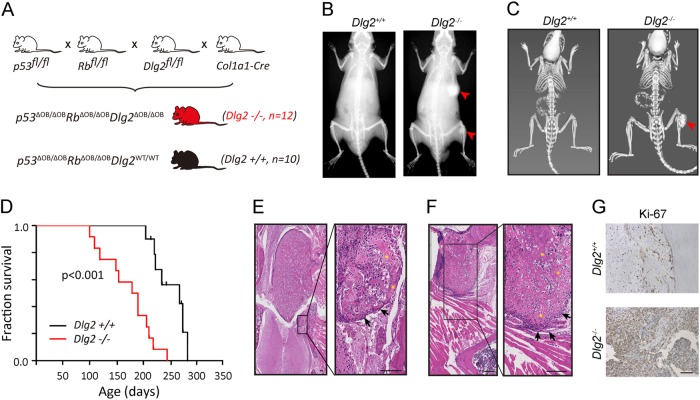
Osteoblast-specific Dlg2 knockout reduces overall survival and accelerates tumor onset. **a** Breeding strategy for generating osteoblast-specific compound deletion of Dlg2, p53, and Rb1. **b** Representative X-ray and **c** MicroCT images. At 22 weeks of age, Dlg2 wild type mice show no visible signs of tumor while Dlg2 conditional knockout mice developed tumors on tibia and rib. **d** Kaplan–Meier curve of mice with different Dlg2 status. Dlg2 homozygous conditional knockout shortens overall survival compared to Dlg2 wild type. **e** H&E images of a thoracic vertebra osteosarcoma. At higher magnification, osteosarcoma cells (arrows) and osteoid deposition (asterisk) were seen invasive fronts. **f** H&E images of a femoral osteosarcoma located on the Ilium. Note the plump tumorous osteoblasts (arrows) and massive osteoid deposition (asterisk). **g** Ki-67 staining of indicated tumor tissues. Scale bar: 100 μm

Altogether, through cross-species oncogenomics we have uncovered *DLG2* deletion to be a highly frequent event in human (42%) and dog (56%) OS. We extended our cross-species approach to molecular and functional analyses of DLG2 by utilizing pertinent human and dog OS cell lines as well as p53/Rb-driven OS GEMM. These series of studies establish DLG2 as a bone tumor suppressor and provide insight into its involvement in GTPase signaling and regulation of cell cycle and proliferation in a 3D tissue culture model. This work presents a blue print for cross-species comparative genomics platform as a useful tool for driver gene discovery in rare human cancers.

## Methods

### aCGH analysis

Published human OS genomic datasets on Gene Expression Omnibus (GEO) were selected (GSE12789). Canine OS specimens were obtained from University of Guelph veterinarian clinics. Genomic DNA was extracted using phenol chloroform and treated with RNaseA (Invitrogen) for 1 h at 37 °C. Canine aCGH assay was performed by SurePrint G3 Canine CGH Microarray 4 × 180 K (Agilent) according to manufacturers’ specifications at the University Health Network Microarray Centre. CBS and GLAD were used for segmentation of the genome and GISTIC was used to determine the common altered region and the significance of genetic events. Canine aCGH data were deposited in the GEO database (GSE111637).

### Gene expression microarray analysis

Total RNA from canine OS tumors was prepared using the RNeasy mini-kit (QIAGEN), RNA concentration and integrity were assessed using Nanodrop 2000 and Bioanalyzer (Thermo Scientific and Agilent). Gene expression microarray on Canine (V2) Gene Expression Microarray, 4 × 44k (Agilent) were performed at the University Health Network Microarray Centre. Multi-array average (RMA) normalization was used across the sample sets and batch correction was performed. Differentially expressed genes were identified using *T*-test with FDR correction (*P* < 0.05 and FDR < 0.1) or Samtools. Analyses were performed using R (version 2.82), Agilent Genespring GX (version 11) or BRBArrayTools. Gene ontology and pathway analysis were performed using Enrichr. Total Ensemble genes were used as background. Microarray data were deposited in the GEO database (GSE111638).

### Mice

Osteoblast-specific Dlg2 knockout OS mouse model (*p53*^*ΔOB/ΔOB*^ *Rb*^*ΔOB/ΔOB*^*Dlg2*^*ΔOB/ΔOB*^) was generated by breeding *Dlg*^*flox/+*^ (*Dlg2*^*tm1a(EUCOMM)Wtsi*^, obtained from Wellcome Trust Sanger Institute) with *Col1a1-Cre-p53*^*flox/flox*^*Rb*^*flox/flox*^ (*n* = 12). *p53*^*ΔOB/ΔOB*^*Rb*^*ΔOB/ΔOB*^*Dlg2*^*wt/wt*^ littermates (*n* = 10) were used as the control. X-ray and MicroCT scan were carried out as previously reported [28]. For xenograft experiments, 8-week-old female recipient non-obese diabetic/severe combined immunodeficiency (NOD-SCID) mice were obtained from Charles River Laboratories. Mice were assigned to experimental groups by stratified randomization according to body weight. OVC-COSA-31 and luciferase-expressing SJSA-1 cells were injected subcutaneously on both flanks (*n* = 10 per group) and monitored weekly for 4–8 weeks by electronic caliper or bioluminescence imaging using Xenogen IVIS Imaging System 100 (STTARR facility, UHN). Investigators who measured and analyzed the samples were blind to the group information.

### Statistics

Two-tailed Student’s *t*-test was used to determine if two sets of normally distributed data are significantly different from each other. Biological replicates were performed independently at least three times. Log-rank test was performed for survival curves. For all studies, *P* < 0.05 was considered significant. Specialized analyses for bioinformatic data, including aCGH analysis and gene expression microarray analysis, were performed using dedicated tools mentioned above.

### Study approval

All animal protocols were approved by the University Health Network Animal Care Committee and performed in accordance with the standards of the Canadian Council on Animal Care. Mice were housed in the Princess Margaret Hospital Animal Care Facility. User protocol AUP 849.1 was strictly followed. Written informed consent was obtained from the patients or their guardians before sample collection.

## Electronic supplementary material

Supplemental data

How the deposited data were processed for this re-analysis (not part of the article)

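DNA copy number was measured by aCGH in 9 canine OS tumors, 1 array per tumor, each hybridized against DNA of normal bone that is labeled as from the same dog. The arrays are of an Agilent canine design, with tumor DNA in the red (Cy5) and normal DNA in the green (Cy3) channel on all 9. They were printed on 5 slides, 2 arrays each on 4 of the slides and array 9 alone on the fifth, which was scanned in another session. Human arrays, gene expression arrays, cell line and mouse experiments of the paper were not analysed here.

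The authors deposited the scanner software's output of each array. Per the file headers, the software subtracted a fitted spatial trend as background, corrected a multiplicative trend and balanced the dyes by a linear factor to give the processed intensities of both channels, and the deposited log10 ratio is the ratio of the processed red over green intensity. The red signal had to be multiplied by 2.39 (array 9) to 11.5 (array 4) in that step and the green signal by 2.49 (array 9) to 5.41 (array 6). The segmentation by CBS and GLAD and the GISTIC scores that the methods name are later steps, which the deposited values do not include. GLAD and GISTIC were not run.

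From the processed intensities, the log2 ratio of red over green was computed for each spot. It differed from the deposited log10 ratio, put on the log2 scale, by more than 0.01 at 19 to 67 of 173934 spots per array. Control spots and spots marked as outliers (55 to 378 per array) were left out, spots of the 600 probes printed more than once were averaged, and the autosomal median of each array was subtracted. That median lay between -0.02 and 0.11 before centering. Positions are those of canFam2, and probe names and gene names are those of the array design. Of 171534 probes, 9686 carry a gene name, for 1009 names. Gene order was taken from the RefSeq table of the assembly UU_Cfam_GSD_1.0, from which no coordinates were used.

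The precision of an array is set by its signal and its noise. The median red signal ran from 81.6 to 322 and its ratio to the software's noise estimate from 13.1 to 46.3. The software's own check marked that ratio as out of range on arrays 1 to 8 and as in range on array 9 alone. It also marked the spread between neighboring probes as out of range on array 1. Between 328 and 6531 spots per array were marked as not well above background. The spread of differences between neighboring probes was 0.31, 0.26, 0.23, 0.26, 0.18, 0.21, 0.15, 0.18 and 0.13 on arrays 1 to 9. With 1 array per tumor, no technical replicate separates array error from tumor.

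Each array was segmented by circular binary segmentation, written for this purpose in Python 3.11.15 with numpy 2.4.6 and numba 0.67.0, with alpha 0.01, 2000 permutations and segments of at least 2 probes, after single outlying probes had been pulled toward their neighbors. A loss was a segment at -0.20 or lower and a gain one at 0.20 or higher. A score built like that of GISTIC summed losses, or gains, over tumors at each autosomal probe, each capped at 1.5. Its null distribution was the convolution of the tumors' own distributions, and regions at q under 0.1 after Benjamini-Hochberg adjustment were separated by removing the segments that cover each peak. Means over tumors were tested against 0 with an exact two-sided sign-flip test over 512 patterns, which cannot go below p = 0.0039. Across 609 genes with at least 3 annotated probes, limma 3.58.1 in R 4.3.3 tested the mean against 0 with moderated variances and Benjamini-Hochberg adjustment. On simulated data, the segmentation recovered all 54 changes of 28 probes by -0.50, the score found a planted region in 20 of 20 simulated genomes with 0.05 other regions on average, and limma recovered 99% of 200 genes changed by 0.60 with 3 false calls.

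The rule for the genes to be named was fixed before the data were examined. It takes those the paper names and those annotated at the peaks of the 8 deletion and 5 gain regions with the lowest q. FUT10, MX1 and DMD fall outside the rule and were named after their values had been seen. Not all genes under the rule are reported, and the adjustment over 4 genes includes 1 gene that is not. A gene with fewer than 3 annotated probes was measured by the 5 probes nearest to it. The interval on chromosome 21 that the paper gives for DLG2 was to be used if the array's annotation showed the gene there, and otherwise the probes annotated with DLG2. No probe is annotated with DLG2, so neither condition could be met, and the paper's interval was used. Its bounds are the midpoints of 2 array probes, at 17457635 to 17457694 and at 17858134 to 17858193, so the interval is on the build of the array. CDKN2A, LSAMP, RGS9, GARNL3, DLG1 and DLG4 have no position on the array and are not reported. RB1 has none either, and the probes between ATP7B and HTR2A were added for it after the annotation had been seen.

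Alternatives set before the data were examined were normexp background correction (offset 50), centering on the most frequent segment value, no centering, removal of a trend on probe GC content, no outlier filter, a filter that also drops probes not well above background on any array, CBS at alpha 0.001, joining of segments less than 1 SD apart, Potts segmentation, no smoothing of outliers, thresholds of 0.10, 0.30 and 1.5 times the array's noise, other definitions of a loss at DLG2, focal changes alone, each tumor left out in turn, a trended and robust variance or slide as a random block in limma, and 50% or 95% in place of 80% for whole chromosomes. The values without tumors 2 and 9 were added after both channels had been examined, and the gain score at MYC with each tumor left out in turn after the other results had been seen. The only comparison of groups was between the 5 male and 4 female dogs, by an exact permutation test over 126 splits.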

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

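Of the tests in this part, those on the normal of array 9, on the shared slide of arrays 1 and 2, on chromosome X of tumor 2 and on DMD were chosen after the result had been seen. The share of low probes in normals 1 and 2 and the tests on chromosome 16 were set before. In 22 groups of 4 to 9 values, 4 values lay far from the others of their group, all on arrays 2 and 9, and chance alone marks about 1 in 20 groups.

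The normal channel of array 9 had a dose of chromosome X of 0.36 beyond 6596190, the position where 3 arrays change level, although the dog is labeled male. The other 4 male dogs had -0.48 to -0.41 there and the 4 female dogs 0.35 to 0.38. The log2 ratio of tumor over normal on this part of X was -0.79 in tumor 9, also apart from the other male dogs (0.10 to 0.44). A shift of the whole array by its own scan session is argued against by the tumor channel, whose X dose of -0.29 lay among those of the male dogs. Loss of a whole X in the tumor of a female dog is argued against by the start of the chromosome, up to 6596190. There the log2 ratio of array 9 was 0.0051 and not as low as the rest. Loss of X beyond its start is not excluded by this value. Tumor 8, of a female dog, had 0.05 at the start and -0.31 beyond it. At 515 probes of inherited copy number variants, tumor and normal of array 9 correlated at 0.30 across probes, against 0.62 to 0.86 on the arrays other than 2 and 9. A candidate explanation is that the normal DNA on array 9 came from another dog, a female one. Another value goes against it. Of the single probes that were low in the normal of array 9, 78.5% were also low in its own tumor, within the 51.1% to 91.7% of the arrays other than 2 and 9. Both channels are read from the same spots, and whether poor spots raise this share was not tested. The origin of this normal therefore stays open. The normal of array 9 correlated most with the normal of array 8 (0.52), a female dog of the same breed, Great Pyrenees, which is below the 0.96 between the normals of arrays 1 and 2. It correlated more with tumor 8 (0.43) than with its own tumor. No biological explanation other than the loss of an X was tested.

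The normals of arrays 1 and 2 correlated at 0.96 across the same 515 probes, in a channel that the paper does not report alone, while the highest value among the 35 other pairs of normals was 0.52. Both arrays share a slide, but the other 3 pairs on one slide correlated at 0.12 at most, which argues against the slide. Of the single probes outside the variant sites that were low in one of these 2 normals, 64.0% were also low in the other (mean of both directions), against 4.35% to 29.0% for the other pairs. The normal of array 2 also correlated at 0.72 with tumor 1 and at 0.25 with tumor 2. On array 2, 48.7% of the single probes low in the normal were also low in its own tumor, the lowest share of the 9 arrays. These values may mean that normal DNA of dog 1 was hybridized on both arrays. Whether this was intended is not known, and no biological explanation was tested.

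Tumor 2 had a dose of chromosome X of 0.0025 in the tumor channel, above the other male dogs (-0.29 to -0.21). If the tumor DNA came from a female dog, the start of X, which both sexes carry in equal dose, would have a log2 ratio near 0. It was 0.33, beside 0.44 for the rest of the chromosome, which argues against that explanation. A gain of chromosome X in tumor 2 is a hypothesis that this leaves open. Its size relative to the dog's own normal is uncertain, because the normal of array 2 may be that of another dog.

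Within DMD (525 probes on chromosome X from 26245430 to 28284633), 3 of the 9 tumors had a segment 0.50 or more below the rest of X, a limit set after the values had been seen. The paper does not discuss this gene. Its lowest segment was -0.80 in tumor 1 (27302422 to 27498761, 196 kb), -1.56 in tumor 2 (27223670 to 27550560, 327 kb) and -3.11 in tumor 9 (27241325 to 27748997, 508 kb). The 53 probes of tumor 1 were shared by all 3. In tumor 1, whose normal correlated with it at 0.78 at the variant sites, the segment lay at -0.98 relative to the rest of X. Its 53 single probes had an SD of 0.65 within the segment, above the array's noise of 0.31. The normal lay at 0.01 over the same probes, so an inherited deletion, which the normal would share, is argued against. In tumors 2 and 9 an inherited deletion cannot be told apart from one that arose in the tumor, because the normals on their arrays may be those of other dogs, although the segment of tumor 9 lay at -2.32 relative to the rest of X and the 9 normals on the arrays lay between -0.02 and 0.03 over the shared probes. A somatic deletion within DMD in tumor 1 is a hypothesis. The 4 female dogs and the other 2 male dogs (tumors 6 and 7) had no such segment.

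The deletion region on chromosome 16 (51850599 to 52058157, q = 0.00295) was lost in 8 of 9 tumors and holds no annotated gene. The paper names no gene there. With the trend on GC content removed q was 0.00269, and with arrays centered on their most frequent segment value it was 0.00569, so neither explains the region. The normals lay between -0.03 and 0.08 at this region, which argues against inherited variants in the tumors other than 2 and 9. Of 100 random rotations of the tumors' profiles along the genome, 1 reached the score of this region somewhere. With a tumor left out in turn, q stayed between 0.00215 and 0.0155, and without tumors 2 and 9 it was 0.053. With chromosome medians subtracted it was 0.889, so the region reflects loss of most of chromosome 16, which 7 tumors lost as a whole. A recurrent loss of chromosome 16 in canine OS is a hypothesis from these data.

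The red signal-to-noise ratio of array 9 was 46.3, against 13.1 to 23.3 on the others. Array 9 was the only one of its slide and scan session, so the session and the sample cannot be told apart. Its higher precision makes short segments easier to find in tumor 9 than elsewhere.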

How the results depend on the processing

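The values without tumors 2 and 9, and the gain score at MYC with each tumor left out, were chosen after the data had been seen, and the other alternatives before. All probes annotated with DLG2 could not be used as an alternative, since there are none.

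A loss at DLG2 was called in 5 or 6 of 9 tumors under all 15 alternatives over 9 tumors and in 3 of 7 without tumors 2 and 9. The q of the deletion score at DLG2 passed under all 15 alternatives other than leaving 1 tumor out, from 2.16e-06 to 0.053 (without tumors 2 and 9), and with 1 tumor left out it was between 1.01e-06 and 0.00103. The mean log2 ratio at DLG2 stayed below 0 everywhere. Over all 9 tumors its exact p was 0.027 unadjusted and 0.055 after adjustment over 4 genes, so no call remained after adjustment. The unadjusted exact p stayed under 0.05 under all 6 changes of background, centering, GC trend and filters, and missed it without tumors 2 and 9 (-0.36, p = 0.11, exact test). With 1 tumor left out, the mean was between -0.68 and -0.44 and the unadjusted exact p between 0.023 and 0.055. It was 0.055 in 6 of the 9 cases, without tumor 1, 2, 5, 6, 8 or 9, each leaving 8 tumors.

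The number of deletion regions was within 1.5 times of 21 under 13 of 15 alternatives and with each tumor left out (17 to 23). It was 51 with Potts segmentation and 6 with focal changes alone. The 8 leading regions all passed under the 13 other alternatives over 9 tumors, 3 of them with focal changes alone, 7 without tumors 2 and 9 and 7 without tumor 6. The cause of the 51 regions was not tested. For gains, the score gave 0 regions (6.52% of autosomal probes at an unadjusted p under 0.05), also under the alternatives, except for 1 region without the outlier filter and 5 regions without tumor 8. With 1 tumor left out it ran from 0 to 5. The gain score at MYC missed its threshold under 15 alternatives, with q from 0.257 to 0.913. With 1 tumor left out q was between 0.094 and 0.72, and it passed only without tumor 8. The score at CDKN2B passed under the 15 alternatives other than leaving 1 tumor out. The lowest q between ATP7B and HTR2A did not pass at a threshold of 0.30 (0.11) or with focal changes alone (0.99). Of the 7 alternatives run for the mean at CDKN2B, it lost its adjusted p under 0.05 only without tumors 2 and 9 (0.0625, exact test, 7 tumors).

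The share of probes altered was 53.0% at a threshold of 0.10 and 20.2% at 1.5 times the noise, against 32.5%, as the definitions imply, and within 1 SD of the mean under the other 12 alternatives. Centering on the most frequent segment value lowered the share of altered probes that were losses from 70.7% to 53.3%, through arrays 1 and 4, where that value was below 0. In tumor 1 it raised the share of probes altered from 19.5% to 48.7%. Whole-chromosome events numbered 124 at a threshold of 0.10, 46 at 1.5 times the noise and 112 when 50% of a chromosome sufficed, against 70, and were within 1.5 times of that otherwise.

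The difference between male and female dogs in the share altered (31.4% against 33.8%, -2.44 points male minus female, exact permutation p = 0.80) had no stable sign. It was 2.69 points with normexp, 2.92 with centering on the most frequent segment value, 5.41 at a threshold of 0.10, 1.02 at 0.30 and 5.94 at 1.5 times the noise, and from -6.78 to 4.73 with 1 tumor left out, where it turned positive without tumor 1 or tumor 4. Without tumors 2 and 9 it was -9.04. The lowest exact permutation p of these alternatives was 0.486. The cause of these reversals was not tested.

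limma called 47 of 609 genes (12 higher, 35 lower). Centering on the most frequent segment value left 15 genes (2 higher, 13 lower), all among the 47, and trended, robust variances left 29, all among the 47. With slide as a random block (correlation within slides 0.13) there were 38. Normexp gave 66 genes (24 higher, 42 lower), 40 of the 47 among them, and the other 4 changes of centering, GC trend and filters gave 44 to 51. Without tumors 2 and 9 there were 35 genes, 31 of them among the 47. With 1 tumor left out the count was between 24 and 50, and 24 genes remained without tumor 3 or tumor 5, 25 without tumor 4, and 31 without tumor 6 or tumor 8. One tumor fewer lowers the power of the fit, and beyond that the cause was not tested. Of 100 sign-flipped versions of the arrays, the real one included, 1 gave as many genes, the real one, and the highest of the others gave 1 gene, so chance signs do not account for the count.

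The chromosome X ratio of array 9 stayed between -0.86 and -0.67 over 6 alternatives. Red signal over noise was lowest on arrays 1 to 4 (13.1 to 16.7). On simulated arrays a change of -0.50 over 9 probes was missed in 10 of 54 cases, so losses of that size and depth can go uncalled.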

Differences from the paper's values

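The paper gives the canine focal deletion as 400 kb long. The paper's text does not say how that length was delimited. The region with the highest deletion score at DLG2 was 20.4 kb long here. Its ends were those of the 3-probe segment of tumor 9, whose normal may be that of another dog, so its length rests on 1 array. Under 14 of the alternatives set before the data were examined the length was computed too, and all 14 differed from the paper's value by more than 1.5 times, the filter on background coming closest with 203 kb. With that filter the interval of tumor 9 lay at -0.55, against -0.91 without it. The overlap of the deep segments of tumors 2 and 5 was 400.56 kb, with ends at the probes whose midpoints bound the paper's interval, an overlap that was chosen after seeing the values.

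The paper lists MYC among the genes of the most significant alterations that both species share. Here the gain score gave no region over all 9 tumors and MYC had q = 0.292. The gain score at MYC was computed under 15 alternatives and with each tumor left out, and was under 0.1 only without tumor 8 (q = 0.094), a value computed after the other results had been seen. The paper lists RB1 in the same group. Here the probes that bracket RB1 had a lowest q of 0.0125, outside the 8 regions of lowest q. In the paper's deletion plot (Fig. 1c), a peak on chromosome 6 reaches the end of the axis, as do those at CDKN2A/B and DLG2. Here the region on chromosome 6 (38093381 to 38336124) ranked 12, with a score of 3.00 and q = 0.0205, and was lost in 2 tumors. The paper describes the loss at DLG2 as focal in 5 tumors. Here all 5 had a loss of at least 13223 kb, 4 had a deeper segment overlapping the interval, and tumor 6 had its deeper segment beyond it.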

Other observations

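Of the tests in this part, those on the deepest segments at DLG2 and on the leading regions in tumors 2 and 9 were chosen after the values had been seen.

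If the normals of arrays 2 and 9 came from other dogs, an inherited deletion at DLG2 in dog 2 or dog 9 would look like a loss in the tumor. None of the 9 normals had a loss in the interval (medians -0.04 to 0.05), and the longest run of loss in any normal was 351 kb, far shorter than the 39553 kb and 42620 kb lost in tumors 2 and 9. The calls in these tumors therefore do not come from an inherited deletion of the kind seen in the normals. The deepest parts are another matter. The deepest segment of tumor 9 was 20.4 kb long, within the lengths of inherited losses, and that of tumor 2 was 596 kb long, and whether either was inherited cannot be told apart from a second loss in the tumor, because the normals on these arrays may be those of other dogs.

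Long segments overlap by chance, so each tumor's profile was rotated along the genome at random 100 times. Of these rotations, 0 gave as many as 21 deletion regions (10 gave any, 4 at most), and 0 reached the score of 5.91 at DLG2 anywhere in the genome (highest 4.48). Chance overlap of long segments is argued against for the number of regions and for DLG2, and for the other 2 of the 3 leading regions, whose scores 0 rotations reached. The scores ranked 4 and 5 were reached by 1 and 4 rotations. Chance overlap is not argued against for the single regions from rank 6 on. The scores ranked 6, 7 and 8 were reached by 10, 11 and 44 rotations, and those ranked 9 to 21 were lower still, as was the score between ATP7B and HTR2A (3.21, against a median highest score of 3.45 in the rotations).

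At the 6 leading deletion regions no normal lay farther from the others than the value of -0.13 at rank 1. This argues against inherited variants there in the 7 tumors other than 2 and 9. Whether the deepest segments of tumors 2 and 9 at these regions (the lowest at -2.83) were inherited or arose in the tumors cannot be told, because the normals on their arrays may be those of other dogs. At rank 8 (chromosome 21, 29843295 to 29856767) the lowest normal lay at -0.84 and 2 normals lay 0.50 or more from the others, and at rank 7 (chromosome 18, 43762435 to 43895852) 1 normal did. Inherited variants and loss in the tumors cannot be told apart at these 2 regions of 2 probes each.

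The share of altered probes ranged from 19.5% to 55.3% between tumors. If array noise decided it, the share would follow the noise. Pearson's r was 0.09 (exact permutation p = 0.81) and Spearman's rho -0.05 (p = 0.91, exact permutation) over 9 arrays, 1 relation tested. Within the first scan session (8 arrays) r was 0.22 (exact permutation p = 0.60), and without arrays 1 and 9, the farthest in noise, it was 0.68 (exact permutation p = 0.094, n = 7). No relation was seen over all arrays, and the value without those 2 arrays leaves noise open.

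Of the 35 genes that limma called lower, 14 lie on chromosome 16, where 18 genes were tested, 7 on chromosome 18 (11 tested) and 7 on chromosome 22 (9 tested). Genes of a chromosome that is lost as a whole are not independent of each other. FUT10 on chromosome 16 had the lowest adjusted p (0.0030 from limma, log2 ratio -0.45, below 0 in 9 of 9 tumors), and MX1 on chromosome 31 was the strongest among the higher genes (log2 ratio 0.48, adjusted p 0.0030 from limma, above 0 in 9 of 9 tumors). Both were chosen after their values were seen. Of 5 genes tested on chromosome 31, 2 were called higher. POU1F1 there lay at 0.20 without a call, but MX2 lay at 0.0032 and APP at 0.00056. A gain of the whole chromosome therefore does not account for the value at MX1. With tumor DNA in the same dye on all arrays, a constant dye bias of the 7 MX1 probes cannot be told apart from a gain.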
